A study of Mus musculus with 20 samples.

How the data were processed

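RNA was measured in the anterodorsal part of the bed nucleus of the stria terminalis, a small forebrain region, of control mice and of mice exposed to chronic variable mild stress. Per the labels, mice were 7 to 9 weeks old at the start, the stress lasted 6 weeks, and tissue was taken 1 hour after the last stressor, wet bedding, under ketamine anesthesia. There were 15 mice in each of 4 groups (female control, female stressed, male control, male stressed). Tissue of 3 mice was pooled before RNA extraction, which gave 5 libraries per group and 20 in all, so a library averages over 3 mice and the spread between libraries is smaller than that between single mice.

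The table deposited by the authors holds whole-number counts per gene symbol, with no normalization. Libraries were made with a stranded mRNA kit per the labels. The aligner, the counting program, the genome build and the annotation are not stated, so no coordinates are given. All 12988 genes of the table had a row total of at least 1002, which points to a filter on total counts that the labels do not state, and the lowest mean over libraries was 2.67 CPM (counts scaled by library size). Genes below that filter were not analysed here. Each of the 20 columns was assigned to a group by its label, and 0 columns were left over. Chromosomes (RefSeq, GRCm38.p6) were used to tell X-linked, Y-linked and autosomal genes apart. Transcript length and GC content (GENCODE M21) were found for 12818 genes, 98.69% of the table, and served an alternative that removes each library's trend on both with a lowess span of 0.3.

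Counts were analysed with edgeR 4.0.16 in R 4.3.3, with TMM normalization, 1 model with a mean for each of the 4 groups, and the quasi-likelihood test without the robust option. Low-count genes were to be removed by filterByExpr, which kept all 12988 genes. The common biological coefficient of variation was 8.83%. The 6 contrasts were stress in females, stress in males, sex in controls, sex in stressed mice (both male minus female), the sex by stress interaction (the male minus the female stress effect), and stress averaged over the sexes. P-values are two-sided and were adjusted by the Benjamini-Hochberg method over the 12988 genes of each contrast, and a gene was called at an adjusted p under 0.05. Every adjusted p below comes from this edgeR test unless another is named. Log2 fold changes are given with a standard error (SE), computed as their absolute value divided by the square root of the quasi-likelihood F statistic. CPM values used the TMM factors and are given as mean ± SD over the 5 libraries of a group. Log2 CPM for scores and principal components used a prior count of 2.

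The contrasts, their tests, the alternatives and 13 gene lists were fixed before the data were examined. A candidate list of peptide, hormone, receptor and ion channel genes tied to this region was tested over the list alone, for 34 of its 36 genes. The lists of immediate early genes (19 of 20 genes used) and of glucocorticoid-induced genes (17 of 17) were tested as sets with limma 3.58.1 camera on log2 CPM at the preset inter-gene correlation of 0.01, with fry and camera with an estimated correlation beside it, in 5 contrasts, with Benjamini-Hochberg adjustment over the 10 tests. The composition lists were tested in the same way over 40 tests: striatal neurons (14 of 14 genes), thalamic neurons (9 of 10), hypothalamic neurons (5 of 13), oligodendrocytes (14 of 14), choroid plexus (5 of 13), astrocytes (11 of 11), microglia (11 of 11) and endothelial cells (10 of 10). A list of blood genes was not analysed here. A list's score is the mean log2 CPM of its genes, centred on 0 over the 20 libraries. Group differences in scores were tested by two-sided exact permutation tests over all 252 ways to divide 10 libraries, whose smallest possible p is 0.00794. The remaining list, Xist and 4 Y-linked genes, served to check the sex of each library.

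Genes named in the text followed a rule: the 5 higher and 5 lower genes with the smallest p among those called, after setting aside the sex check genes; where none was called, the 3 genes with the smallest p, reported as not passing; candidate list genes past the threshold over the list alone; and Crh, Adcyap1, Fkbp5 and Fos whatever their values. The genes inside the tests of the closing section were chosen later.

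The correlation of stress effects between the sexes was set against 100 relabellings of stress within each sex. For each contrast, 100 splits of the same libraries into groups of the same sizes, the labelled one included, were fitted. The pipeline was tested on simulated data with 200 changed genes: edgeR called 188 of them (94%), with 12 false calls, 6% of its calls. With 250 tests of lists on unchanged simulated data, camera gave an unadjusted p under 0.05 in 2% and fry in 4%. All simulated genes were drawn independently, so these rates do not cover lists whose genes move together. In the real libraries the estimated correlation was 0.188 in the glucocorticoid-induced list and 0.439 in the immediate early list.

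Alternatives tried were DESeq2 size factors within edgeR, DESeq2 1.42.0, limma-voom, the robust option, a fit of only the groups compared, the replicate number as a block, 1 surrogate variable (sva 3.50.0), the striatal or the oligodendrocyte score as a covariate, an adjusted p under 0.10, and each library left out in turn. No filter and a mean CPM of at least 1 both kept all genes, so they test nothing. The GC and length correction, a mean CPM of at least 10, the set tests and fits beside the composition lists, and the correlation over autosomal genes were added after the data were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.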

Results

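Expression was measured by RNA sequencing in 20 libraries, 5 from each of 4 groups: control and stressed mice of either sex. Chronic variable mild stress exposed mice to changing minor stressors for 6 weeks. Total counts per library, in M (mega) counts, ran from 2.71 M to 33.6 M, a ratio of 12.4, with a median of 15.6 M. For replicates 1 to 5 in order, the totals in M counts were 24.5, 18.3, 14.4, 2.71 and 8.42 in female controls, 8.22, 28.4, 12.7, 16.8 and 25.4 in stressed females, 13.2, 7.33, 6.83, 26.1 and 31.6 in male controls, and 7.66, 11.6, 29.0, 33.6 and 28.4 in stressed males. Group means were 13.7 ± 8.48 M in female controls, 18.3 ± 8.48 M in stressed females, 17.03 ± 11.3 M in male controls and 22.1 ± 11.6 M in stressed males. The median count of a gene was 86 in the shallowest library, female control 4, and 1119 in the deepest, male stressed 4. The most abundant gene of a library, Meg3 or Mbp, held between 0.446% and 1.05% of its counts.

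**Figure D1:**
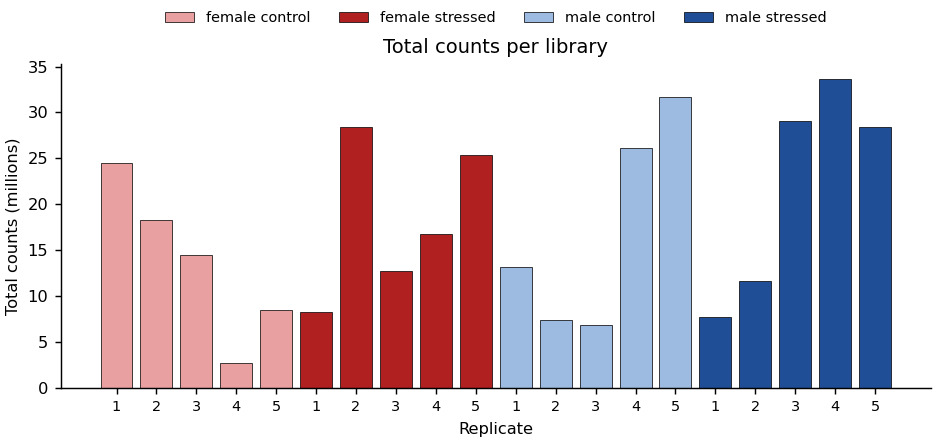
Total counts in M (vertical axis) of each of the 20 libraries by replicate number, coloured by group. Female control 4 has the lowest total, 2.71 M, and male stressed 4 the highest, 33.6 M.

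Sex-linked genes matched the sex in the labels in all 20 libraries. Xist averaged 1346 ± 68.5 CPM in female controls and 1350 ± 257 CPM in stressed females, against 0.321 ± 0.234 CPM and 0.559 ± 0.362 CPM in control and stressed males. Ddx3y, on the Y chromosome, averaged 97.8 ± 7.27 CPM in male controls and 95.9 ± 4.84 CPM in stressed males, and reached at most 0.157 CPM, with at most 3 counts, in a female library. The 40 pairs of libraries within groups correlated across genes with r from 0.986 to 0.996, and their differences exceeded counting error, with a chi-square per degree of freedom from 1.88 to 39.4.

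Over autosomal genes, the first principal component held 21.6% of the variance and the second 19.03%. On the first component the male controls averaged 10.5 ± 4.40 (5.89 to 15.9), with means of -3.57 ± 8.89 in female controls, -2.45 ± 9.36 in stressed females and -4.48 ± 7.53 in stressed males. The other 3 groups spread over both sides of 0 (-14.2 to 7.02, -11.0 to 11.2 and -14.6 to 5.38).

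**Figure D2:**
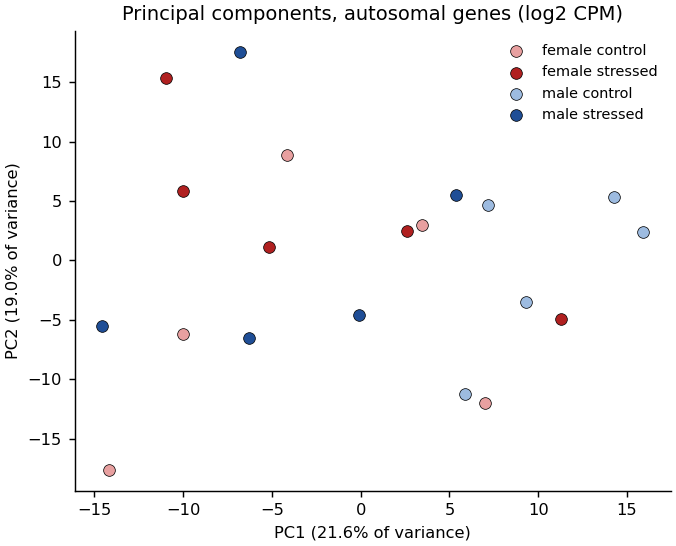
Scores of the 20 libraries on the first (horizontal) and second (vertical) principal components of log2 CPM over autosomal genes, coloured by group. The 5 male controls lie between 5.89 and 15.9 on the first component, within a range that libraries of the other groups also reach in part.

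The effect of stress in females was asked of stressed against control females. No gene passed: 0 of 12988 had an adjusted p under 0.05, and 976 had an unadjusted p under 0.05 (479 higher, 497 lower). The 3 smallest p-values belonged to Rbm3, Slc20a2 and Slc30a1. Rbm3 averaged 28.6 ± 3.59 CPM in controls and 39.9 ± 3.20 CPM in stressed females (log2 fold change 0.44, SE 0.08, adjusted p 0.179). Slc20a2 changed by -0.21 (SE 0.04) and Slc30a1 by -0.24 (SE 0.05), both with an adjusted p of 0.377. DESeq2 called Rbm3 alone (adjusted p 0.00154), and the striatal score as a covariate called 1 gene, Per1 (0.46, adjusted p 0.0324), named after its value was seen. The adjusted p of Rbm3 ran from 0.00154 to 0.517 over the alternatives. No candidate gene passed over the list alone, 0 of 34, with a lowest list-adjusted p of 0.724 and 1 gene at an unadjusted p under 0.05. Crh changed by 0.05 (SE 0.14), Adcyap1 by -0.06 (SE 0.43), Fkbp5 by 0.14 (SE 0.10) and Fos by 0.12 (SE 0.18). The signs for Crh and Adcyap1 changed with the setting: Crh fell by 0.04 under limma-voom, and Adcyap1 rose by 0.49 with the oligodendrocyte covariate. With 1 library left out Adcyap1 ranged from -0.85 without female stressed 2 to 0.34 without female control 3.

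The effect of stress in males was asked in the same way. At an adjusted p under 0.05, 1 gene was called, Arrdc2, which averaged 14.2 ± 2.53 CPM in controls and 8.64 ± 0.852 CPM in stressed males (log2 fold change -0.71, SE 0.10, adjusted p 0.00851). Its adjusted p reached 0.0618 without male stressed 3, 0.0656 without male stressed 4 and 0.109 with the striatal score as a covariate, and ranged from 0.00491 to 0.109 over the alternatives that gave it one. An unadjusted p under 0.05 was found for 2009 genes (1131 higher, 878 lower), and 190 genes had an adjusted p under 0.10. The number of calls rose most in a fit of only the male groups, to 303 genes (257 higher, 46 lower), and was 239 with DESeq2. With the striatal covariate the 1 call was Fosb (-0.90, adjusted p 0.0349), a gene named after its value was seen. Leaving out 1 library at a time gave from 0 calls, without male stressed 3 or male stressed 4, to 129 without male stressed 5.

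Among the 34 candidate genes, 5 passed in males when adjusted over the list alone, and 0 over all genes tested, with 12 at an unadjusted p under 0.05. Nts changed by -0.40 (SE 0.11), Crh by -0.50 (SE 0.13), Penk by 0.51 (SE 0.14), Tac2 by -0.56 (SE 0.17) and Kcnq5 by 0.38 (SE 0.12). The list-adjusted p-values were 0.0174 for Nts and Crh, 0.0180 for Penk, 0.0352 for Tac2 and 0.0369 for Kcnq5, against 0.0907, 0.0912, 0.103, 0.128 and 0.138 over all genes. Crh averaged 24.4 ± 1.10 CPM in male controls and 17.7 ± 3.18 CPM in stressed males. Penk averaged 573 ± 55.2 and 815 ± 123 CPM. With the striatal score as a covariate 0 candidate genes passed, the lowest list-adjusted p being 0.357, Kcnq5 changed by -0.01 and Penk by 0.04. Without male control 1 or without male stressed 3, 0 candidate genes passed, the lowest list-adjusted p being 0.0621 and 0.0524, and without male stressed 2 only 1 did. With each library left out in turn the highest list-adjusted p was 0.0642 for Nts and 0.0686 for Penk, both without male stressed 2, and 0.0681 for Crh, 0.127 for Tac2 and 0.130 for Kcnq5, each without male stressed 3. Without male stressed 5 there were 10 calls on the list. Adcyap1 changed by -0.46 (SE 0.43), Fkbp5 by 0.08 (SE 0.10) and Fos by -0.39 (SE 0.17, adjusted p 0.272). With the striatal covariate Adcyap1 changed by 0.65 and Fkbp5 by -0.12.

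**Figure D3:**
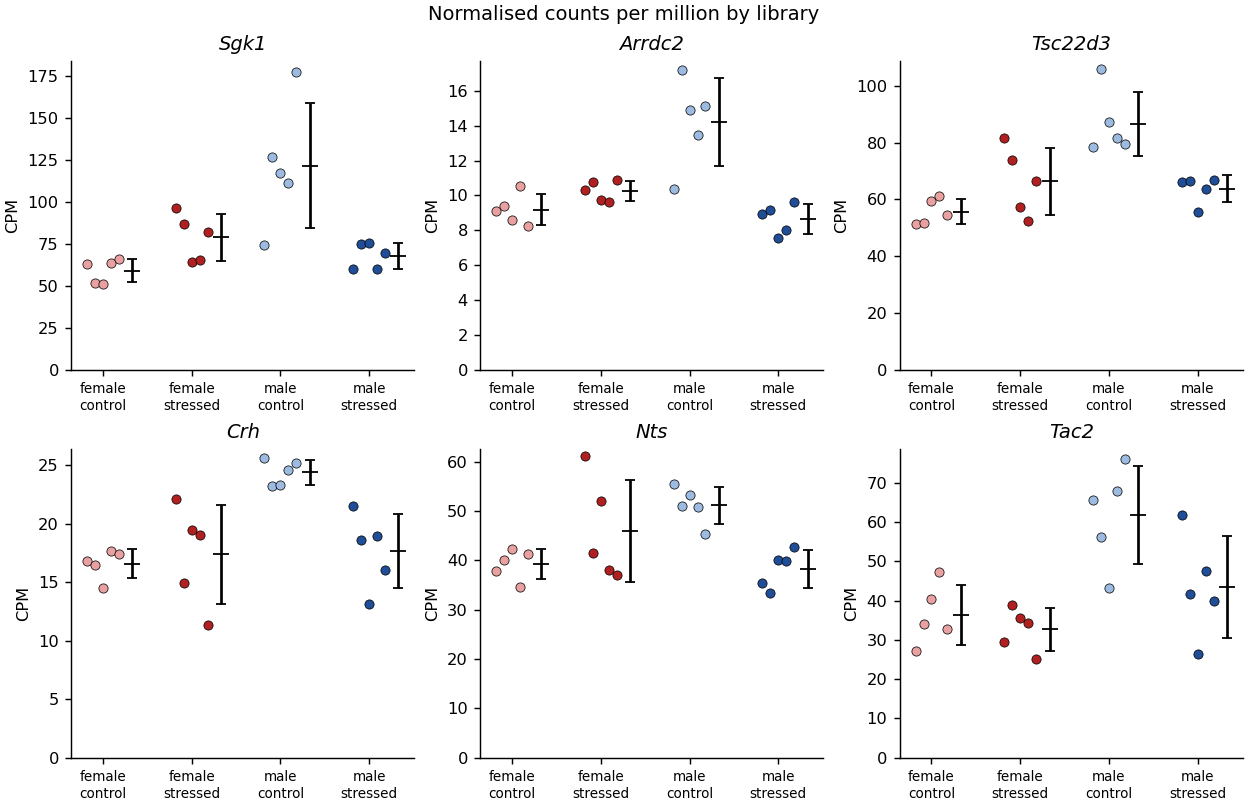
CPM (vertical axes, from 0) of Sgk1, Arrdc2, Tsc22d3, Crh, Nts and Tac2 in each of the 5 libraries of the 4 groups, with the group mean and SD as a bar beside the points. Male controls have the highest group mean for each of these 6 genes, for example 14.2 CPM for Arrdc2 against 8.64 CPM in stressed males.

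The sex difference was asked first in control mice. At an adjusted p under 0.05, 97 genes were called, 54 higher and 43 lower in males: 4 on the Y chromosome, 11 on the X chromosome (6 higher, 5 lower) and 82 autosomal (44 higher, 38 lower). An unadjusted p under 0.05 was found for 1981 genes. The called genes higher in males with the smallest p were Gpr161 (log2 fold change 0.59, SE 0.09, adjusted p 0.00106), Slc5a3 (0.47, SE 0.07, adjusted p 0.00147), Sgk1 (1.06, SE 0.16, adjusted p 0.00162), the X-linked Tsc22d3 (0.64, SE 0.10, adjusted p 0.00263) and Dnajb1 (0.58, SE 0.09, adjusted p 0.00269). Sgk1 averaged 59.1 ± 7.01 CPM in female and 122 ± 37.3 CPM in male controls. The lower genes were the X-linked Eif2s3x (-0.74, SE 0.06, adjusted p 4.29e-08), Ddx3x (-0.53, SE 0.05, adjusted p 1.48e-07), Kdm6a (-0.53, SE 0.05, adjusted p 1.74e-06) and Kdm5c (-0.34, SE 0.05, adjusted p 0.00281), and the autosomal Exph5 (-0.63, SE 0.11, adjusted p 0.00393). These 10 genes stayed under an adjusted p of 0.05 in every alternative that tested them and with each library left out, with a highest value of 0.0310 for Kdm5c. The number of calls moved most with the oligodendrocyte score as a covariate, to 321, and ran from 32 without female control 5 to 214 without female control 3. With the striatal covariate 68 genes were called, 29 of them among the 97.

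Over the candidate list alone, 7 of 34 genes differed between control males and females, 1 of them (Tac2) also over all genes tested, and 11 had an unadjusted p under 0.05. Tac2 was higher in males by 0.84 (SE 0.18, adjusted p 0.0306, list-adjusted p 0.00464), at 61.9 ± 12.6 against 36.4 ± 7.75 CPM, and Crh by 0.58 (SE 0.14, adjusted p 0.0507, list-adjusted p 0.00684), at 24.4 ± 1.10 against 16.6 ± 1.24 CPM. Both kept a list-adjusted p under 0.05 in each alternative and with each library left out, with a highest value of 0.0355. The others were Hcn2 (-0.27), Nts (0.36), Penk (-0.43), Pgr (0.19) and Fkbp5 (0.30), with list-adjusted p-values of 0.0269, 0.0269, 0.0336, 0.0336 and 0.0458. Without male control 1 the list-adjusted p was 0.0831 for Hcn2 and Nts, and it was 0.107 for Penk without female control 5, 0.108 for Pgr without female control 1 and 0.136 for Fkbp5 without male control 2. Of these 5 only Fkbp5 passed with the striatal covariate (list-adjusted p 0.00131): the value was 0.184 for Hcn2, Nts and Pgr and 0.989 for Penk, whose difference was 0.001. With 1 surrogate variable it was 0.0562 for Hcn2, Nts and Fkbp5 and 0.0610 for Penk, and with the replicate block 0.0689 for Penk, Pgr and Fkbp5. That of Fkbp5 was also 0.0592 with the oligodendrocyte covariate and 0.0503 with only the control groups fitted. The list count ran from 2, without female control 5 or without male control 1, to 9 without male control 5. Adcyap1 differed by -0.03 (SE 0.44), with either sign across alternatives (-0.91 to 0.30), and from -0.24 without male control 5 to 0.37 without female control 3. Fos differed by 0.51 (SE 0.18, adjusted p 0.169).

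Between stressed males and females 10 genes were called, 4 higher and 6 lower, and 917 had an unadjusted p under 0.05. They were 4 Y-linked genes, 5 X-linked genes and 1 autosomal gene. The 9 sex-linked calls were also called in controls, in the same direction. Eif2s3x differed by -0.67 (SE 0.06) and Kdm6a by -0.60 (SE 0.05), both with an adjusted p of 9.06e-08, Ddx3x by -0.38 (SE 0.05, adjusted p 4.59e-05) and Kdm5c by -0.29 (SE 0.05, adjusted p 0.0272). The autosomal gene, Eps8l1, was lower in males by -0.84 (SE 0.16, adjusted p 0.0340), at 7.46 ± 1.39 against 13.4 ± 3.53 CPM. The calls for Eps8l1 and Kdm5c were each lost in 8 of the 10 fits that left out 1 library: Eps8l1 kept its call only without female stressed 1 or 4, and Kdm5c only without female stressed 3 or male stressed 3. The highest adjusted p was 0.143 for Eps8l1, without female stressed 2, and 0.125 for Kdm5c, without male stressed 4. Across alternatives they reached 0.325 and 0.140, both with only the stressed groups fitted. Of the candidate genes, 0 of 34 passed over the list alone (lowest list-adjusted p 0.158), with 5 at an unadjusted p under 0.05, and 1 passed without female stressed 2. Crh differed by 0.03 (SE 0.13), Adcyap1 by -0.43 (SE 0.42), Fkbp5 by 0.24 (SE 0.10, adjusted p 0.649) and Fos by 0.01 (SE 0.17). Leaving out single libraries moved Crh from -0.10 (without female stressed 5) to 0.13 (without male stressed 3), Fos from -0.11 (without male stressed 3) to 0.13 (without male stressed 5), and Adcyap1 to 0.36 without female stressed 2.

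Whether the stress effect differed between the sexes was asked with the interaction. No gene passed, 0 of 12988, with 1347 at an unadjusted p under 0.05 and 6, all lower, at an adjusted p under 0.10. The 3 smallest p-values belonged to Arrdc2 (-0.90, SE 0.15), Sgk1 (-1.27, SE 0.23) and Tbkbp1 (-0.49, SE 0.09), each with an adjusted p of 0.0507. Across alternatives the adjusted p of Arrdc2 ran from 0.000596 to 0.1002, and without single libraries from 0.00114 to 0.146, the highest without female stressed 2. Calls numbered 22 with DESeq2, and ran from 0 to 4 with 1 library left out, the highest without female control 2, male control 1 or female stressed 4. Over the candidate list alone 1 of 34 genes passed and 0 over all genes tested, with 3 at an unadjusted p under 0.05: Nts, with an interaction of -0.59 (SE 0.15, adjusted p 0.261, list-adjusted p 0.0253). Its list-adjusted p was 0.173 with the striatal covariate and it lost its call without any 1 of 7 libraries, with a highest value of 0.0623 without male control 1. Crh changed by -0.55 (SE 0.19, adjusted p 0.354), Fos by -0.50 (SE 0.25, adjusted p 0.491), Adcyap1 by -0.40 (SE 0.61) and Fkbp5 by -0.06 (SE 0.14). The sign changed for Adcyap1 with the striatal covariate (0.80) and without female stressed 2 (0.38), and for Fkbp5 without male control 2 (0.02).

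For stress averaged over the sexes, 0 genes passed, 1653 had an unadjusted p under 0.05, and 6 had an adjusted p under 0.10. Without female stressed 2 there were 150 calls. The 3 smallest p-values belonged to the clock output genes Bhlhe41 (0.21, SE 0.04), Tef (0.23, SE 0.04) and Dbp (0.39, SE 0.07), each with an adjusted p of 0.0530. With the striatal covariate the adjusted p of Bhlhe41 was 0.632, within a range from 0.00159 over its alternatives. Of the 34 candidates, 0 passed over the list alone (lowest list-adjusted p 0.101), with 8 at an unadjusted p under 0.05. Crh changed by -0.23 (SE 0.10, adjusted p 0.342), Adcyap1 by -0.26 (SE 0.30), Fkbp5 by 0.11 (SE 0.07) and Fos by -0.14 (SE 0.12). Adcyap1 changed by 0.25 with the striatal and by 0.09 with the oligodendrocyte covariate.

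Whether the sexes shared their stress response was also asked across genes, which are not independent replicates. The female and male log2 fold changes correlated with r 0.0543 and rho 0.0704, and 52.53% of the genes had the same sign. Computed from group mean differences, r was 0.00737, and 96 of 100 relabellings of stress within each sex, the labels as given included, lay at least as far from 0. They ranged from -0.512 to 0.511. The striatal covariate moved r most, to -0.261, and leaving out libraries moved it from -0.117 (without female control 3) to 0.260 (without female stressed 2). Of the genes with an unadjusted p under 0.05, 126 were shared by the sexes, 81 in the same direction, where 151 would be shared by chance. The sex differences in controls and in stressed mice correlated over autosomal genes with r 0.0333. From group mean differences this r was -0.0361, and 84 of 100 relabellings lay at least as far from 0. Comparisons that share a group correlate without any effect. The autosomal sex difference in controls correlated with the male stress effect at r -0.675, where simulated unchanged data gave -0.493 to -0.471. With the female stress effect it correlated at 0.416, where simulated unchanged data gave 0.538 to 0.574. The simulation drew genes independently, so its ranges are too narrow to judge a departure from them. For the 2 stress effects it gave -0.0137 to 0.0173, where relabelled libraries gave -0.512 to 0.511.

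The glucocorticoid-induced list was tested because tissue was taken 1 hour after a stressor. Its median log2 fold change was 0.19 with stress in females (14 of 17 genes higher; camera adjusted p 7.48e-05) and -0.23 in males (5 of 17 higher; camera adjusted p 0.000262). It was 0.32 for sex in controls (14 of 17 higher in males; camera adjusted p 3.53e-07), -0.09 in stressed mice (camera adjusted p 0.0632) and -0.47 for the interaction (2 of 17 higher; camera adjusted p 1.57e-07). Under fry the adjusted p-values were 0.0507 in females, 0.0256 in males, 0.00250 for sex in controls and 0.00517 for the interaction, so the calls held except in females. Under camera with an estimated correlation none held (0.122, 0.133, 0.0520 and 0.0520). The list's score averaged -0.181 ± 0.0946 in female controls (-0.321 to -0.0676), 0.0416 ± 0.105 in stressed females (-0.125 to 0.133), 0.182 ± 0.162 in male controls (0.0243 to 0.451) and -0.0420 ± 0.0970 in stressed males (-0.176 to 0.0967). It rose by 0.223 in females and fell by 0.224 in males (exact permutation p 0.0159 for each) and differed by 0.363 between control males and females (exact permutation p 0.00794), each with an adjusted p of 0.0423 over 8 score tests. Between stressed males and females it differed by -0.0836 (exact permutation p 0.238). The difference of the stress effects, -0.447, had an exact permutation p of 0.000315 over 63504 relabellings of stress within the sexes. With 1 library left out the median ran from 0.15 to 0.23 in females and from -0.26 to -0.18 in males.

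The immediate early list, genes switched on within minutes by activity, had a median log2 fold change of 0.14 with stress in females (13 of 19 higher; camera adjusted p 0.00663), which did not hold under fry (adjusted p 0.397) or an estimated correlation (0.443). In males it was 0.09 (11 of 19 higher; camera adjusted p 0.848), for sex in controls 0.15 (16 of 19 higher; camera adjusted p 0.00663, fry 0.278, estimated correlation 0.443), in stressed mice 0.05 (camera adjusted p 0.470), and for the interaction -0.14 (camera adjusted p 0.0543). The score differed by 0.177 in females and by -0.0126 in males (exact permutation p 0.294 and 0.984). The female median fell to 0.05 with the oligodendrocyte covariate and was -0.01 without female control 3. The male median was -0.03 without male stressed 3. The striatal covariate gave a call in males with a median of -0.31 (camera adjusted p 2.84e-10) and for the interaction with -0.52 (7.79e-10). The list stayed called there for sex in controls, with 0.51 (2.73e-12), and for stress in females, with 0.13 (0.000751). These covariate fits are given only under camera at the preset correlation of 0.01. The list's estimated correlation in the main fit was 0.439, so such small p-values overstate the evidence. For sex in controls the call was lost with the oligodendrocyte covariate (median 0.09, adjusted p 0.222), without female control 3 (0.07, 0.187) and without male control 5 (0.06, 0.0609). Without female control 1 the median there rose instead, to 0.30 (camera adjusted p 5.0e-05).

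**Figure D4:**
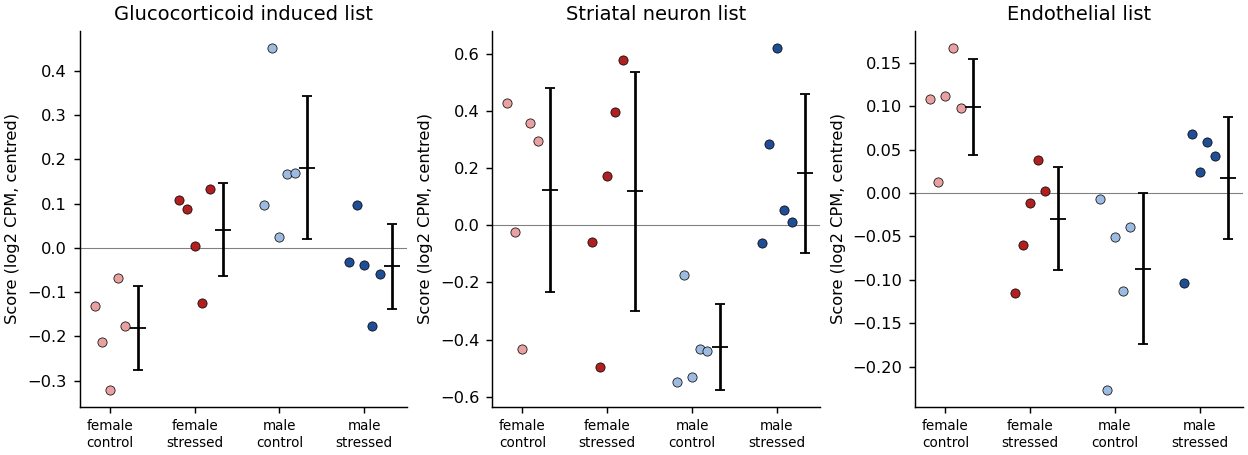
Scores (vertical axes, mean log2 CPM centred on 0) of the glucocorticoid-induced, striatal neuron and endothelial lists in each library of the 4 groups, with the group mean and SD as a bar. The glucocorticoid score means are -0.181 in female controls, 0.0416 in stressed females, 0.182 in male controls and -0.0420 in stressed males.

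The composition lists asked whether libraries differed in the cells or neighbouring tissue they held. With camera 15 of 40 tests passed, with fry 3 (microglia and endothelial cells for sex in controls, endothelial cells for the interaction) and with an estimated correlation 0, where all of the striatal genes moved together (estimated correlation 0.858). The striatal score averaged -0.424 ± 0.150 in male controls, against 0.124 ± 0.356 in female controls, 0.119 ± 0.418 in stressed females and 0.181 ± 0.277 in stressed males. All 14 striatal genes were lower in control males than in control females (median -0.59) and higher in stressed than in control males (median 0.66), with exact permutation p-values of the score of 0.0159 and 0.00794, each 0.127 after adjustment over 32 score tests. Of the 32 score tests of composition lists, 0 passed after adjustment and 5 had an unadjusted p under 0.05. The oligodendrocyte score differed most with stress in females (-0.243, exact permutation p 0.0952), with 0 of 14 genes higher. The endothelial score fell by 0.128 with stress in females (exact permutation p 0.0159), rose by 0.105 in males (exact permutation p 0.0714) and was lower in control males than females by -0.186 (exact permutation p 0.00794), and the microglial score by -0.191 (exact permutation p 0.0317). The largest differences were -0.154 for thalamic neurons (exact permutation p 0.119), -0.556 for hypothalamic neurons (exact permutation p 0.0873), 0.103 for choroid plexus (exact permutation p 0.127) and -0.0531 for astrocytes (exact permutation p 0.50).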

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

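The relabelling tests, the tests on cell shares (endothelial against the glucocorticoid-induced list, endothelial against other non-neuronal cells) and the library depth test were chosen only after the results they bear on were seen, as was the covariate test for Nts.

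Within the 160 groups of 5 libraries examined (list scores and named genes), 7 held a library far from the other 4, where chance gives 8. The number itself is therefore no sign of a fault. In female stressed 2, 3 of these values came together: a thalamic neuron score of 0.426 (others -0.163 to -0.0719), a hypothalamic neuron score of 1.16 (others -0.755 to -0.421) and 16.2 CPM of Adcyap1 (others 2.86 to 5.17). At 28.4 M counts this library was the deepest of the stressed females (others 8.22 M to 25.4 M). Male stressed 3, male stressed 4 and male control 5 were deeper still (29.0 M, 33.6 M and 31.6 M). Their thalamic scores were -0.206, -0.061 and 0.0701, and their hypothalamic scores -1.29, 0.221 and 0.482. High depth alone is therefore argued against as the cause. Of the 14 genes of both lists, 11 were higher in female stressed 2 than in any other stressed female library. Slc17a6 reached 72.2 CPM against 13 to 21.5 CPM in the other stressed females, and Calb2 143 CPM against 48 to 81.3 CPM. A further list of thalamic genes, 4 of them tested, was 0.631 higher there than the mean of the other 4, also above every other library, but its gap was not wide for 5 values (ratio 0.392). Neighbouring thalamic or hypothalamic tissue in 1 pool is a candidate explanation that these few genes cannot settle, and a difference between the pooled mice stays open and untested. Without this library stress averaged over the sexes gave 150 calls against 0.

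The other 4 single libraries were an astrocyte score of -0.237 in male stressed 3 (others -0.0241 to 0.0293), an endothelial score of -0.104 in male stressed 1 (others 0.0239 to 0.0675), 55.6 CPM of Tsc22d3 in male stressed 3 (others 63.8 to 66.8 CPM) and 42.4 CPM of Kdm6a in male control 5 (others 46.0 to 46.7 CPM). No explanation was tested for these.

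The glucocorticoid-induced list differed between the sexes in its response to stress, with an interaction of -0.447 of its score, tested directly. Relabelling stress within the sexes gave an interaction as large with an exact p of 0.000315 (0.00063 over the 2 response lists). A trend on GC content and transcript length is argued against as the whole cause, since the median interaction was -0.51 with it removed, as is the share of striatal tissue, with -0.58 under the striatal covariate. Blood vessel cells would carry these genes in the same direction, but the endothelial score had the opposite interaction, 0.233. No library carried the result alone: over the 20 fits that each left out 1, interactions ran from -0.489 to -0.379. The highest exact p was 0.00085, without female control 3 and also without male stressed 4. With an estimated correlation between the genes, camera did not call the list (adjusted p 0.0520). Open explanations are the order, time of day or handling at collection in each group, which were not tested, and a response to stress hormones that differs by sex, which may be taken as a hypothesis, since it was found and tested on the same libraries. The male controls, whose score was the highest, weigh in every comparison of the list except those of females and of stressed mice.

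The endothelial score fell with stress in females (-0.128) and rose in males (0.105), and its interaction of 0.233 differed from 0 by relabelling (exact p 0.00139, adjusted 0.0111 over 8 lists). All 10 genes had a higher stress effect in males. Leaving out libraries left the interaction between 0.199 and 0.264, with a highest exact p of 0.00346 without male stressed 2. A lower share of neurons would raise the genes of all other cell types alike. The microglial interaction was 0.183 (exact p 0.0273, 11 of 11 genes higher) and the oligodendrocyte one 0.237 (exact p 0.243, 14 of 14 higher), in the endothelial direction, against -0.0098 for astrocytes (exact p 0.919). The endothelial minus the astrocyte interaction was 0.243 (exact p 0.0403, adjusted 0.121 over 3 lists), so a share of neurons stays open. A different number of vessels in the dissected piece or a change in endothelial cells could each also give this, and neither was tested.

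Nts had an interaction of -0.59, past the threshold over the candidate list. With the striatal score as a covariate it was -0.47 (SE 0.16, list-adjusted p 0.173), so it kept most of its size and lost its call. The share of striatal tissue and a sex-dependent change in Nts cannot be told apart here, because the covariate both takes up signal and widens the error. Over its alternatives the list-adjusted p ran from 0.000633 to 0.173.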

How the results depend on the processing

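The GC and length correction, the filter at a mean CPM of at least 10, the alternatives for the composition lists and the correlation over autosomal genes were chosen only after the data were seen. Unless a cause is given below, the cause was not tested.

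The number of calls depended on the method. With DESeq2 there was 1 call for stress in females (Rbm3), and there were 239 for stress in males, 248 for sex in controls, 22 for the interaction and 13 for stress averaged over the sexes, against 0, 1, 97, 0 and 0. Simulated data gave 17 false calls of DESeq2 beside 188 true ones, against 12 beside 188 of edgeR. A fit of only the groups compared gave 303 calls for stress in males and 304 for sex in controls. The oligodendrocyte covariate gave 9 for stress in males, 321 for sex in controls and 13 for the interaction. The striatal covariate gave 1 for stress in females and 1 for the interaction, Per1 in both, and replaced Arrdc2 by Fosb as the 1 call for stress in males. With the GC and length trend removed there were 22 for stress in males, 237 for sex in controls and 6 for stress averaged. DESeq2 size factors gave 3 for the interaction and 5 for stress averaged, 1 surrogate variable 5 and 5, and the mean CPM of at least 10 gave 3 for the interaction. For sex in controls limma-voom gave 63 calls. An adjusted p under 0.10, a looser threshold by construction, gave 190 for stress in males, 271 for sex in controls, 6 for the interaction and 6 for stress averaged. Sex in stressed mice kept its count within 1.5 times of 10 in every alternative.

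The replicate numbers were tried as a block, although nothing in the labels pairs samples by number. Residuals of the 30 same-numbered pairs of libraries in different groups had a median correlation of -0.0118, and other pairs 0.0145. With the block there were 48 calls for sex in controls, 47 of them among the 97, 3 candidate genes for stress in males and 4 for sex in controls. The block costs degrees of freedom.

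Leaving out 1 library in turn gave 0 calls throughout for stress in females, 0 to 129 for stress in males (without male stressed 3 or 4, and without male stressed 5), 32 to 214 for sex in controls (without female control 5 and 3), 8 to 11 for sex in stressed mice, 0 to 4 for the interaction (highest without female control 2, male control 1 or female stressed 4) and 0 to 150 for stress averaged (highest without female stressed 2). Fewer libraries also lower power, and the cause of the higher counts was not tested. On the candidate list the counts were 0 throughout for stress in females, 0 to 10 for stress in males (without male control 1 or male stressed 3, and without male stressed 5), 2 to 9 for sex in controls (without female control 5 or male control 1, and without male control 5), 0 to 1 for sex in stressed mice (highest without female stressed 2) and 0 to 2 for the interaction (highest without female stressed 5).

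On the candidate list for stress in males, 10 genes passed with DESeq2, 3 with the robust option, 9 with only the groups compared, 0 with the striatal and 8 with the oligodendrocyte covariate, and 10 at an adjusted p under 0.10, against 5. For sex in controls 3 passed with 1 surrogate variable, against 7. For the interaction 0 passed with limma-voom and with the striatal covariate, 3 with 1 surrogate variable and 2 with the oligodendrocyte covariate, against 1. For stress in females and sex in stressed mice the count stayed 0 in the alternatives, with 1 and 5 genes at an unadjusted p under 0.05 in the edgeR fit.

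The response lists were run with DESeq2 size factors, the block, both covariates, the GC and length correction and each library left out, not with the other alternatives. In these fits the glucocorticoid-induced list kept its direction and its camera call with the preset correlation in both sexes. Its median ran from 0.15 to 0.23 in females and from -0.26 to -0.18 in males with 1 library left out. For sex in stressed mice, not called in the main fit, the list gained a camera call with the striatal covariate (adjusted p 0.0392). It also gained one without some single libraries, among them male control 1 (0.0366) and female stressed 4 (0.00583). DESeq2 size factors, the block, the oligodendrocyte covariate and the GC and length correction gave none (0.0693, 0.0581, 0.112 and 0.134). With an estimated correlation the adjusted p was 0.122 in females (median 0.19) and 0.133 in males (median -0.23), and with fry 0.0507 in females (median 0.19). The immediate early list in females lost its call with an estimated correlation and with fry (median 0.14 in both, adjusted p 0.443 and 0.397). The call was also lost with the oligodendrocyte covariate (median 0.0463). Under camera it was lost too without female control 3 (adjusted p 0.284) and without female stressed 5 (median 0.0611, adjusted p 0.0825). Its median ran from -0.012 without female control 3 to 0.25 without female control 1. With the striatal covariate the list gained a camera call at the preset correlation in males (median -0.31, adjusted p 2.84e-10). It also gained one for the interaction (-0.52, 7.79e-10, against -0.14, 0.0543), and the median for sex in controls rose to 0.51. Leaving out single libraries also gave calls for the interaction, among them without female control 1 (-0.33, 0.00120) and without female stressed 2 (-0.18, 0.00559). Other such fits gave no call there, among them that without female control 3 (-0.05, 0.382). In males the median ran from -0.0330 without male stressed 3 to 0.18 without male control 5. Of the 40 composition tests, 0 passed with an estimated correlation and 3 with fry against 15, and 13 to 19 with 1 library left out. The correlation of stress effects between the sexes, 0.0543, was -0.261 with the striatal and -0.0528 with the oligodendrocyte covariate, and ran from -0.117 without female control 3 to 0.260 without female stressed 2. Of these fits, the striatal covariate moved it by more than 0.231, the SD of the relabelled correlations, and the others by less.

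The following genes changed sign; 2 of them, Kcnq5 with stress in males (0.38, SE 0.12) and Penk between controls (-0.43, SE 0.14), had passed over the candidate list. Crh with stress in females changed by -0.0352 with limma-voom, and from -0.0392 to 0.18 with 1 library left out (without female stressed 1 and 5). Adcyap1 with stress in females changed by 0.18 with 1 surrogate variable and 0.49 with the oligodendrocyte covariate, and from -0.85 to 0.34 (without female stressed 2 and female control 3). With the striatal covariate the changes in males were -0.00843 for Kcnq5, 0.65 for Adcyap1 and -0.12 for Fkbp5, and the sex difference of Penk in controls was 0.00105. The sex difference of Adcyap1 in controls was 0.16 with limma-voom, 0.000703 with only the groups compared, 0.20 with 1 surrogate variable and 0.30 with the oligodendrocyte covariate, and ran from -0.24 to 0.37 (without male control 5 and female control 3). In stressed mice that of Fos was -0.00998 with DESeq2 and -0.0101 with the striatal covariate, and ran from -0.11 to 0.13 (without male stressed 3 and 5), that of Crh ran from -0.10 to 0.13 (without female stressed 5 and male stressed 3) and that of Adcyap1 from -0.66 to 0.36 (without female stressed 5 and 2). The interaction of Adcyap1 was 0.80 with the striatal covariate and ran from -0.80 to 0.38 (without female control 3 and female stressed 2), and that of Fkbp5 from -0.12 to 0.0231 (without male control 3 and 2). Averaged over the sexes, Adcyap1 changed by 0.25 with the striatal and 0.0916 with the oligodendrocyte covariate. Among all values of named genes in the other alternatives, 672 stayed as they were, 30 lost and 25 gained a call, and 16 changed sign; with 1 library left out 636 stayed, 69 lost and 12 gained a call, and 23 changed sign.

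No filter and a mean CPM of at least 1 removed no gene and say nothing about stability. DESeq2 gave no adjusted p for Arrdc2 in males. The depth of 2.71 M counts in female control 4 leaves a median count of 86 per gene. In simulated data at these depths edgeR called 89% of changes of 0.50 (log2). Simulated genes were drawn independently, so this rate may not hold in the real libraries. With stress in males Crh (-0.50), Penk (0.51) and Tac2 (-0.56) were not called over all genes (adjusted p 0.0912, 0.103 and 0.1275). A missing call therefore excludes neither changes of about this size nor smaller ones.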

Other observations

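The tests on clock genes, on Rbm3, on depth, on relabelled male controls and on the sex differences that stayed called with a covariate or were missed in stressed mice were chosen only after the results they bear on were seen.

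Other splits of the same libraries were fitted for each contrast, 100 splits in all with the labelled one. As many genes at an unadjusted p under 0.05 were found in 28 of the 100 splits for stress in females, 3 for stress in males, 3 for sex in controls, 40 for sex in stressed mice, 16 for the interaction and 9 for stress averaged over the sexes. As many calls were found in 4 of the 100 splits for stress in males. As many autosomal calls were found in 1 of the 100 for sex in controls, the labelled split itself, and in 10 of the 100 for sex in stressed mice. Single splits went far beyond the labelled one, with up to 632 calls for stress in males and 1299 for stress averaged over the sexes. What the dissected piece held may be part of this, since across splits the number of genes rose with the difference in striatal score, with a rho from 0.387, in stress in males, to 0.521, in stress in females. The relation was not special to striatal genes, since the hypothalamic score gave a rho from 0.126 to 0.50 and the oligodendrocyte score from 0.314 to 0.468. Striatal content did not explain every extreme split. The split with the most genes for stress in males, 2838, had a striatal difference of 0.00585 against a median of 0.149 over splits, and that for sex in controls, 2030, had 0.0380 against 0.174.

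Male controls had a lower striatal neuron score than the other 3 groups, by -0.566. An exact relabelling of which 5 libraries form the group gave p 0.00148 (0.0475 over 32 group and list pairs). Library depth is argued against, with an exact p of 0.849 for total counts. All 14 of the 14 genes were lower, which argues against a change of a few striatal genes. A smaller amount of neighbouring striatal tissue in these 5 pools is in line with the values: across 12498 autosomal genes outside the list, which are not independent replicates, genes that rose with the score within groups were lower in male controls (rho -0.476). The list's own abundant genes, which make up the score and are no separate evidence, show the size of the difference. Ppp1r1b averaged 387 ± 48.2 CPM in male controls against 592 to 633 CPM in the other group means. Pde10a averaged 421 ± 38.6 CPM against 685 to 713 CPM. A difference in the nucleus of unstressed males stays open as biology and was not tested. The bed nucleus itself expresses many of these genes. The male controls enter sex in controls, stress in males and the interaction, so these comparisons are not independent of each other.

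The 82 autosomal genes called between control males and females had a median difference of 0.431, and of 0.0109 in stressed mice when signed by the direction in controls, with 43 of the 82 in the same direction. A difference of the same size missed by chance in stressed mice is argued against by that value. Unequal depth is argued against as the whole cause: with every library thinned to 2.71 M counts, 10 draws gave 51 to 78 autosomal calls in controls and 0 to 1 in stressed mice. Thinning cost calls, since only 23 to 37 of the 82 stayed called. With each library's GC and length trend removed, 216 autosomal genes were called. The share of striatal tissue does not account for 17 of the genes, which stayed called with the striatal covariate. For the other 65 the median size with the covariate was 0.667 of that without it and none changed direction, so for these genes the tissue share and a sex difference in the nucleus cannot be told apart. A sex difference in unstressed mice may be taken as a hypothesis for the 17 genes only. Its absence after stress was shown for the 82 genes as a set, not for the 17 apart. Order or handling at collection and shares of other cells were not tested for these genes. In this contrast the heat shock score was 0.354 higher in males (exact p 0.00794). The endothelial and microglial lists passed with fry (adjusted p 0.0263 and 0.0313), both lower in males.

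Clock output genes led the stress effect averaged over the sexes, and a different clock phase at collection was tested on other clock genes, 7 in phase with them against 5 in antiphase. The first test, averaged over the sexes, gave a score difference of 0.12 (exact p 0.0488), and it was split by sex after that value was seen. In females the score rose by 0.254 (exact p 0.00794, the smallest possible), in all 5 stressed libraries above all 5 controls, and by 0.220 without Per1 (exact p 0.0317), a gene also on the glucocorticoid-induced list. The rise came from the in-phase genes (0.265, exact p 0.00794), which argues against a change in a few output genes alone. As a set the antiphase genes did not fall as a shift would need (0.0101, exact p 0.944). Of them Arntl fell (-0.24, unadjusted p 0.0369), while Clock changed by -0.03, Npas2 by 0.08, Cry1 by 0.14 and Nfil3 by 0.17. A shifted phase therefore stays open in females. In males, with output genes as high as in females, the score differed by -0.0151 (exact p 0.817), the in-phase genes by 0.0706 (exact p 0.183) and the antiphase genes by 0.0857 (exact p 0.143). The sexes differed in the score (interaction -0.269, exact p 0.0241). A shifted phase and a change of a few output genes cannot be told apart in males, because neither set of genes moved beyond its spread while Cry1 (0.30, unadjusted p 0.00384) and Npas2 (0.33, unadjusted p 0.0139) of the antiphase genes did. The labels give no collection times.

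Rbm3, an X-linked gene whose RNA rises in the cold, had the smallest p of the stress effect in females (log2 fold change 0.44, not called), and changed by -0.02 (SE 0.08) in males. Female controls were the low group, at 28.6 CPM against 37.3 to 39.9 CPM in the other group means, and the gene was called for sex in controls (0.37 higher in males, adjusted p 0.0290). The adjusted p for stress in females ran from 0.00154 to 0.517 over the alternatives, and was 0.921 without female control 3 (log2 fold change 0.42). A lower tissue temperature after wet bedding is argued against by Cirbp, another cold-induced gene, at -0.0818 (SE 0.07), and by a heat shock score that rose by 0.134 (exact p 0.0635) rather than fell. In males the heat shock score fell by 0.167 (exact p 0.103), and control males exceeded control females by 0.354 (exact p 0.00794). A general rise in escape from X inactivation is argued against by Eif2s3x, Kdm6a, Ddx3x and Kdm5c, whose median was 0.00696 and which changed by -0.01, 0.06, -0.13 and 0.03. Xist changed by 0.00412 (SE 0.12), too wide an error to exclude a link to it. A response of the gene itself to stress was not tested.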
